A study of Mus musculus with 24 samples.

How the data were processed

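Single-cell 3' RNA libraries (10x Genomics, version 2 or 3 of the kit, not stated per library) came from motor cortex (Fos-CreER) and dorsal striatum (Arc-CreER) of trained and control mice, dissociated with papain and pooled by hemisphere from 2 mice. The deposited matrices held raw counts of UMIs per gene and cell barcode, made by the authors with software version 3.0.2 per the file headers. The genome build, the annotation and the calling of cells were not stated. Matrices were read for 23 of 24 libraries. For the right library of dorsal striatum control replicate 1 only the list of 10654 barcodes was held, and its counts were not used here, so that this pool rests on its left hemisphere. Of 54235 features, 54079 matched GENCODE M21 (GRCm38) by gene ID and 53072 also by symbol. Positions and gene types come from that annotation. The features tdtomato, wpre and Neo had been added.

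Cells were kept with at least 500 genes, 1000 UMIs and at most 20% mitochondrial UMIs. Doublets were scored per library with Scrublet (scanpy 1.11.5) and the top 0.8% per 1000 barcodes were removed (5103 cells). As a check, in the 19 libraries with both sexes, 14.7% of 4549 removed and 1.03% of 86299 kept cells carried both Xist and Y-linked UMIs. Passing cells numbered 469 to 7087 per library, with medians of 2048 to 5725 UMIs. The agreement of hemisphere libraries of a pool was checked as chi-square over degrees of freedom (median 2.40 over 11 pairs, against 40.4 over 22 pairs of different pools). In the control and late groups, different pools also differed in kit. Pairs of different early pools, all of 1 kit, lay at 7.16 to 10.28, and pairs of the same pool at 1.74 to 7.54.

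The kit of each library was called from shared barcodes, since each kit draws on its own barcode list. Per 1e6 pairs of barcodes, libraries within class A shared 1.34, within class B 0.263 and between classes 0.0236, which implies lists of 7.49e+05 and 3.80e+06 barcodes. All libraries of a pool fell in the same class.

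Cells of each region were clustered on 2000 variable genes, 40 principal components and 20 nearest neighbours with the Leiden method (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0; resolution 1.5, and 1.0 for a second level within projection neurons). Sex-linked, mitochondrial and reporter genes were left out. A cluster of at least 30 cells took its best class if at least 3 markers were detected in 20% of cells at 2 times the level elsewhere. It stayed unnamed when a second class, with at least 3 markers detected, scored over 0.5 of the first. This did not apply between the glutamatergic neuron, GABAergic interneuron, spiny projection neuron, and neuroblast or progenitor classes. A cluster mixed between these could therefore be named. The markers were fixed beforehand. The naming rules were tuned after the clusters, but not the outcomes, had been seen. There were 49 clusters in motor cortex and 48 in striatum, of which 11 in each stayed unnamed.

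UMIs were summed per pool and class, hemispheres together, where every pool used had at least 20 cells. Stage comparisons used edgeR 4.0.16 (TMM factors, filterByExpr, quasi-likelihood F test) with stage and kit class over the 6 pools of a region, leaving 2 residual degrees of freedom. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 within class and comparison. The 3 comparisons of a region share pools and are not independent. Hemispheres were compared within the 4 trained pools of a region with the pool as a block, and reporter-positive with negative projection neurons in the same way, where at least 3 pools had 20 positive cells. Differences between regions used a region by stage term over all 12 pools. Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01) and fry. Shares of cells were compared by exact permutation of pools, with Wilson 95% intervals for single pools. The replicate numbers follow the order of the records and never paired samples.

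Named genes followed a rule written before the counts were seen: in each comparison and class described, at most 5 called genes with the smallest adjusted p in which all pools of a group lay on the same side of all pools of the other, plus Fos, Arc, Egr1, Npas4 and the reporter in projection neurons whatever their values.

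Alternatives were RLE factors, no filter on low counts, DESeq2 1.42.0, no kit covariate, and sequencing batch as a random block in limma-voom (statmod 1.5.0). The batch correlation stood at 0 in every class, the value set where it cannot be estimated. Others were counts per library, counts per pool and sex, the replicate number as a block, and a stricter cell filter (1000 genes, 2000 UMIs, 10% mitochondrial). Further alternatives were doublets kept, 50 cells per pool, thinned pool sums, and each pool left out in turn. For the reporter they were a threshold of 2 UMIs, neurons thinned to 1000 UMIs and the share in microglia-like cells subtracted. Chosen after seeing the data were leaving out sex-linked genes, wpre in place of tdTomato, projection neurons in place of all neurons, negatives matched on UMIs, the replicate number as a block for the shares, and camera with estimated correlation. The fits were tested on simulated data with real means, library sizes and dispersions: comparisons without change gave 0 to 3 calls. Each gene had 1 mean over all pools there, so no kit difference was simulated. Other software was R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.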

Results

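Single-cell transcriptomes were collected from the primary motor cortex and the dorsal striatum of mice trained on a forelimb reaching task. The mice carried an activity-dependent recombinase (TRAP mice): Fos-CreER for motor cortex and Arc-CreER for striatum, each crossed to the Ai9 reporter, so that neurons active around the time of 4-hydroxytamoxifen (4-OHT) switched on tdTomato. Because the driver line differed between regions, region and genotype could not be told apart. Mice were trained for 2 days (early) or 8 days (late) and labelled, and control mice received 4-OHT without training. Tissue was collected 3 days after labelling and pooled by hemisphere from 2 mice, marked M and F in the labels, so that the 24 libraries formed 12 pools, 2 for each region and stage. A pool of mice was the unit of replication throughout. Matrices of counts were analysed for 23 libraries, and the right hemisphere of dorsal striatum control replicate 1 was not analysed here.

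The 23 matrices held 127901 cell barcodes. Barcodes per library ranged from 541 to 10030 and total UMIs (molecules counted once each) from 5260446 to 30470621. The library with both lowest values was the left hemisphere of motor cortex control replicate 1. After filtering on genes, UMIs and mitochondrial counts, 103715 cells remained, from 469 to 7087 per library, with library medians of 2048 to 5725 UMIs and 1111 to 2913 genes per cell. Removal of 5103 presumed doublets left 47985 motor cortex and 50627 dorsal striatum cells. The rate at which libraries shared barcodes divided the pools into 2 classes, taken as the 2 versions of the library kit. Class A held replicate 1 of the late and control groups in each region (4 pools), and class B held the other 8 pools. Median mitochondrial percentages of class A libraries (1.15 to 1.62) lay below all those of class B (1.86 to 3.89). Kit class was therefore a covariate in every stage comparison, and no early pool belonged to class A.

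**Figure D1:**
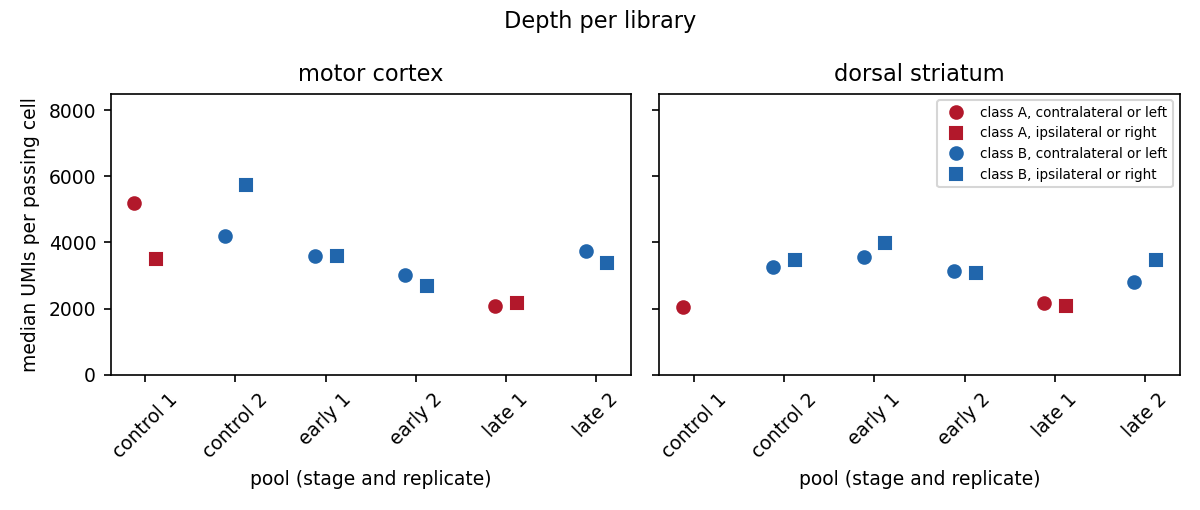
Median UMIs per passing cell (y axis) for each library of the 6 pools per region (x axis, stage and replicate), with kit class by colour and hemisphere by symbol. Medians ran from 2048 in the class A control library of the striatum to 5725 in a class B control library of motor cortex.

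Cells were clustered by region and clusters were called by fixed marker genes. In motor cortex, the largest classes were glutamatergic neuron-like (17594 cells, 36.7%, median 7392 UMIs), microglia-like (10148 cells, 21.2%), oligodendrocyte precursor-like (5465 cells, 11.4%) and GABAergic interneuron-like cells (4399 cells, 9.17%). In dorsal striatum they were spiny projection neuron-like (21446 cells, 42.4%, median 4324 UMIs), neuroblast- or progenitor-like (9151 cells, 18.1%) and microglia-like cells (4948 cells, 9.77%). The immune genes Tnf and Ccl3 were among the leading genes of 1 microglia-like cluster in each region, and Tnf of 1 more in motor cortex. Cells left unnamed made up 1.95% and 2.60% of the control, 2.07% and 3.31% of the early, and 2.10% and 2.29% of the late motor cortex pools. In the striatum these shares were 1.56% and 2.04%, 1.02% and 1.64%, and 1.20% and 3.64%.

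To ask which genes changed with training stage in motor cortex, counts summed per pool were tested within each of 10 classes. A gene was called at an adjusted p under 0.05. Over all classes, 39 gene and class pairs of 88422 were called between early and control pools (36 higher in early), 48 between late and control (33 higher) and 20 between late and early (8 higher). At an unadjusted p under 0.05 there were 3062, 3488 and 2257, and DESeq2 called 2, 2 and 0. For early against control, the alternative that moved the count most in proportion was the fit without the kit covariate, with 1 call. Without a filter on low counts there were 175. Leaving out 1 pool in turn gave 46 to 217 calls, the highest without early replicate 1.

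The class with most calls between early and control motor cortex was astrocyte-like, with 16, all higher in early. Of these, Vim (ENSMUSG00000026728, protein-coding, GRCm38 chromosome 2, 13573927 to 13582826) reached 7.78 ± 3.73 log2 CPM (counts per 1e6 counts) in early pools against 4.50 ± 0.479 in controls (SD, n = 2 each), a fitted log2 change of 5.30 (SE 0.451, edgeR adjusted p 7.98e-28). Gfap (ENSMUSG00000020932, protein-coding, chromosome 11, 102887336 to 102900912) changed by 4.46 (SE 0.416, edgeR adjusted p 4.45e-23). Lgals1, S100a10 and Fabp7 rose by 3.04, 2.92 and 2.45. These changes came from early replicate 2, where Vim reached 10.42 against 5.14 in early replicate 1 and 4.16 to 5.09 in the control and late pools. Without early replicate 2 the change in Vim was 0.96 and that in Gfap 1.36, and neither was called. In that pool, 8 of 162 astrocyte-like cells held 95.3% of the 406 Vim UMIs and 7 held 88.1% of the 361 Gfap UMIs. Between late and early pools, Vim and Gfap were lower by the same contrast (log2 changes of -4.63 and -4.24, edgeR adjusted p 4.98e-17 and 3.43e-16).

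Between late and control motor cortex, fibroblast-like cells had most calls (17, 6 higher). Nrgn (ENSMUSG00000053310, protein-coding, chromosome 9, 37544492 to 37552904), a marker of glutamatergic neurons, was at 6.91 ± 0.0912 log2 CPM in late and 9.77 ± 1.11 in control pools (SD, n = 2 each), and fell by 3.31 on the log2 scale (SE 0.451, edgeR adjusted p 2.23e-09). Basp1, Rtn1 and Ppp3ca fell by 3.30, 2.21 and 2.03. In control replicate 1 the class held 24 cells, and 1 of them carried 56.1% of the Nrgn UMIs. Xist (ENSMUSG00000086503, lincRNA, chromosome X, 103460366 to 103483254) was higher in late by 2.05 (SE 0.434, edgeR adjusted p 0.00175). Control replicate 1 held few Xist UMIs (4.54 log2 CPM here, against 9.82 in control replicate 2). Without that pool, the change in Xist was 0.81. In astrocyte-like cells Xist was also called between late and early pools, with a fitted change of 1.84. The pool means were only 11.32 ± 0.0212 and 10.68 ± 0.205 (SD, n = 2 each). The fit takes the kit difference in part from control replicate 1, at 1.17 log2 CPM against 10.15 in control replicate 2. With 1 pool left out, this change in Xist ranged from 0.648 to 13.73.

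In dorsal striatum, 12 classes were tested over 107993 gene and class pairs. There were 61 calls between early and control (23 higher in early), 53 between late and control (26 higher) and 29 between late and early (20 higher). At an unadjusted p under 0.05 there were 6207, 6632 and 7998, and DESeq2 called 44, 25 and 14. Without the kit covariate the calls were 4, 4 and 1.

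Oligodendrocyte precursor-like cells had most calls in all 3 striatal comparisons (16, 25 and 18). Between early and control, CT010467.1 (ENSMUSG00000106106, rRNA, chromosome 17, 39846353 to 39848827) was at 10.25 ± 0.445 and 5.58 ± 3.09 log2 CPM (SD, n = 2 each), a fitted change of 2.49 (SE 0.233, edgeR adjusted p 7.73e-09). Gm42418, which overlaps it on the other strand, rose by 1.67, mt-Rnr1 by 1.04 and Lars2 by 1.63, and Gstp1 fell by 2.29. The same CT010467.1 was the single call in spiny projection neuron-like cells (2.19, SE 0.196, edgeR adjusted p 0.0142) and was higher in early pools in 12 of 12 classes. It differed between kits: the class B control and late pools had 6.81 and 7.29 log2 CPM in spiny projection neuron-like cells, and the class A ones 1.36 and 1.79. Between late and early pools CT010467.1 was lower in oligodendrocyte precursor-like cells (log2 change of -1.57, edgeR adjusted p 6.25e-05).

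Between late and control striatum, Hspa1a (ENSMUSG00000091971, protein-coding, chromosome 17, 34969190 to 34972156) in oligodendrocyte precursor-like cells was at 7.82 ± 0.0375 against 6.45 ± 0.169 log2 CPM (SD, n = 2 each), a change of 1.38 (SE 0.184, edgeR adjusted p 2.37e-05). Pclaf rose by 2.36. The pseudogenes Gm12346 and Gm13611 rose by 1.73 and 2.07, and Gm1821 fell by 1.73. Reads of a pseudogene can be shared with its parent gene, so these values are uncertain, as are those of Gm10288, Rpsa-ps10 and Rpl10a-ps1, which were higher in late than early pools by 2.48, 2.54 and 1.81. The protein-coding gene Wdr89 was higher in late than early pools of these cells by 1.28 (SE 0.233, edgeR adjusted p 0.00834). With 1 pool left out, the changes in Hspa1a and Pclaf ranged from 1.30 to 1.48 and from 2.24 to 2.59. These fits overlap, since leaving out the control or the late pool of 1 kit leaves the same pair of the other kit. In microglia-like cells, Ccl5 (ENSMUSG00000035042, protein-coding, chromosome 11, 83525778 to 83530518) was at 7.73 ± 0.144 in late and 5.51 ± 0.150 in control pools (SD, n = 2 each), a change of 2.25 (SE 0.231, edgeR adjusted p 0.00166). Its change ranged from 2.22 to 2.24 with 1 pool left out. H2-Aa and H2-Eb1 rose by 3.42 and 3.13, but in late replicate 2 their UMIs came from 4 and 8 of 775 cells.

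**Figure D2:**
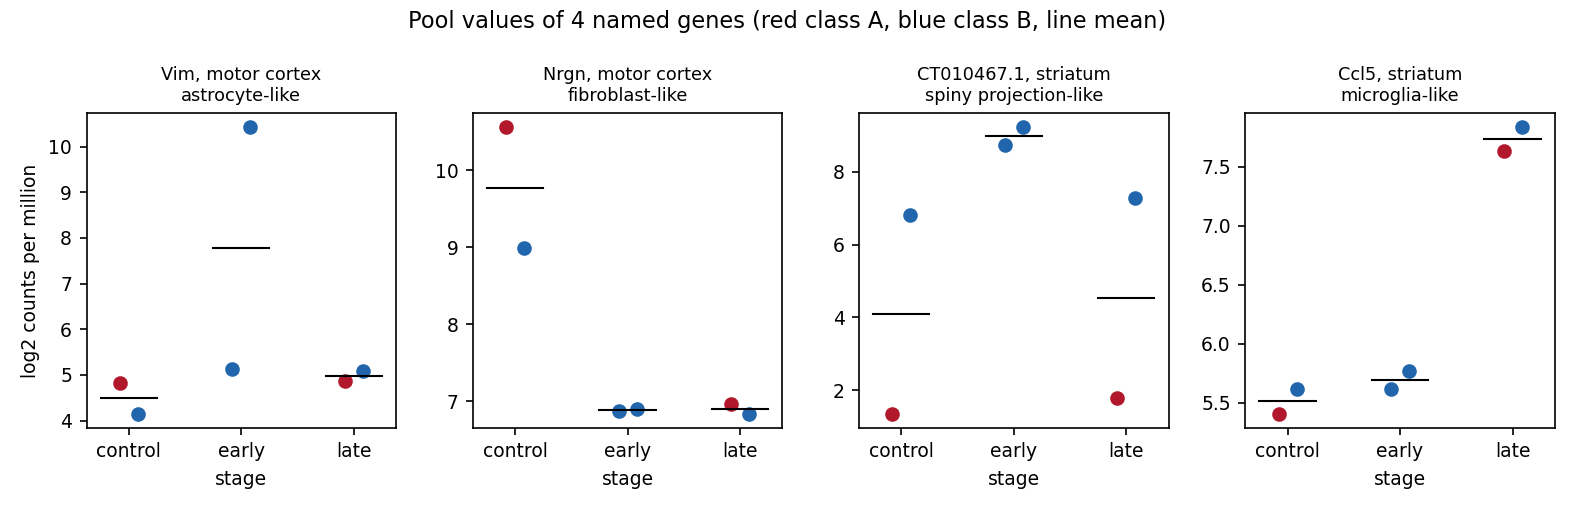
Log2 CPM (y axis) of 4 named genes in single pools by stage (x axis), with the mean of both pools as a line and kit class by colour. Vim was high in 1 of 2 early pools (10.42 and 5.14), CT010467.1 divided by kit within the control and late groups, and Ccl5 was higher in both late pools (7.63 and 7.83) than in both controls (5.41 and 5.62).

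The projection neurons of each region, the cells the labelling was aimed at, had almost no calls. In motor cortex glutamatergic neuron-like cells, edgeR called 0 of 17808 genes in all 3 comparisons. At an unadjusted p under 0.05 there were 287, 832 and 254 for early against control, late against control and late against early, and DESeq2 called 1, 0 and 0. In dorsal striatum spiny projection neuron-like cells, edgeR called 1, 0 and 0 of 17177 genes, with 709, 1020 and 1699 at an unadjusted p under 0.05 and 11, 0 and 8 by DESeq2. Counts were simulated with 1 mean per gene over all pools, the real library sizes and the dispersions of the fit, without kit differences. In them, 200 genes above 3 log2 CPM changed by 1 on the log2 scale between late and control. Of these, edgeR called 86.0% in glutamatergic neuron-like and 92.0% in spiny projection neuron-like cells. Real pools also differ by kit, so fewer changes of this size may be called in the real data. Without 1 pool the striatal count for late against early ranged from 5 to 412.

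Fos, Arc, Egr1, Npas4 and the reporter had been fixed for report in projection neurons whatever their values. None was called in any of the 3 comparisons in either region. In motor cortex glutamatergic neuron-like cells, Fos (ENSMUSG00000021250, protein-coding, chromosome 12, 85473890 to 85477273) was at 7.04 ± 0.249 log2 CPM in control, 7.38 ± 0.0212 in early and 7.30 ± 0.144 in late pools (SD, n = 2 each). Its changes against control were 0.30 (SE 0.165, edgeR adjusted p 0.999) and 0.26 (SE 0.150, edgeR adjusted p 0.865). Arc (ENSMUSG00000022602, protein-coding, chromosome 15, 74669083 to 74672570) was at 7.25 ± 0.204, 7.27 ± 0.105 and 7.27 ± 0.783. In spiny projection neuron-like cells, Arc was at 6.45 ± 0.0919 in control, 6.19 ± 0.597 in early and 6.76 ± 0.183 in late pools, and its late against early change of 0.55 had the smallest unadjusted p of these 30 (edgeR p 0.0492, adjusted 0.502). Fos changed there by 0.48 (edgeR adjusted p 0.549). Of the 6 fits that left out 1 pool, the one without dorsal striatum early replicate 2 called both Fos and Arc, in early against control (-0.84 and -0.72) and in late against early (0.95 and 1.03). There early replicate 1 stood alone for its stage and was assumed to vary like the other pools.

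Gene lists fixed beforehand were tested in the same fits. Over 4 lists, 3 comparisons and 2 regions, limma's camera with a preset correlation between genes called 16 of 24 after adjustment. None held under fry (lowest adjusted p 0.551) or with the correlation estimated (lowest adjusted p 0.494). Immediate early genes had a median log2 change of 0.16 (early) and 0.20 (late) against control in motor cortex, with 15 and 18 of 19 genes higher. In the striatum the median was -0.28 in early against control, with 0 of 19 genes higher, 0.07 in late against control and 0.39 in late against early, with 18 of 19 higher. For late against control the sign of camera (down) differed from that of the median and the mean. Ribosomal protein genes had medians of 0.18 and 0.17 against control in motor cortex and -0.19 in early striatum. Without the kit covariate the early medians were -0.24 in motor cortex and -0.67 in striatum, and the late ones 0.20 and 0.02. The late against early medians then moved from -0.01 to 0.46 in motor cortex and from 0.20 to 0.59 in striatum. Synaptic genes had medians of -0.11 and -0.15 against control in motor cortex and -0.05 and -0.12 in the striatum, and the heat shock and dissociation list 0.33, 0.10, 0.02 and 0.15. The heat shock list had a mean of -0.08 beside its early striatal median of 0.02 and a mean of -0.07 beside its late against early motor cortex median of 0.02. Adjusted over the list alone, 14 ribosomal protein genes were called in early against control striatum and 3 in late against early, and 1 synaptic gene in late against control and in late against early. Over all genes tested, 0 were called in these lists.

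Whether stage effects were shared between regions was measured as the correlation across genes of the log2 changes, in 8 classes tested in both. Genes are not independent replicates. For early against control the median Pearson correlation was -0.0501 (range -0.103 to 0.0563, median Spearman -0.0621), and for late against control 0.0950 (range -0.0815 to 0.179, median Spearman 0.103). Without the kit covariate the early median was 0.311. A fit over all 12 pools with a term for region by stage called 3 gene and class pairs for early against control and 11 for late against control. The change was the more positive one in motor cortex in all 3 early and 8 of the late calls. At an unadjusted p under 0.05 there were 3806 and 2554.

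Because the reach used a single forelimb, hemispheres contralateral and ipsilateral to it were compared within the trained pools, with the pool as a block, since both hemispheres came from the same mice. In motor cortex, 55 gene and class pairs were called over 9 classes (27 higher contralaterally), and DESeq2 called 3. Glutamatergic neuron-like cells had 25 calls (6 higher). In these cells Rorb (ENSMUSG00000036192, protein-coding, chromosome 19, 18930605 to 19111196) was higher contralaterally by 0.22 (SE 0.0416, edgeR adjusted p 0.0137) and Ralgapb by 0.23 (SE 0.0496, edgeR adjusted p 0.0409), and these were the only genes named by the rule there, with no overlap between hemispheres over 4 libraries each. In dorsal striatum 31 pairs were called over 11 classes (12 higher), and DESeq2 called 2. In GABAergic interneuron-like cells Vip (ENSMUSG00000019772, protein-coding, chromosome 10, 5639218 to 5647617) was higher by 4.46 (SE 0.258, edgeR adjusted p 1.29e-14). Its UMIs were carried by few cells: 6 of 629 contralateral cells held 98.0% of 489 UMIs, and 1 of 784 ipsilateral cells held 77.1% of 35. Calb2 and Serpine2 were higher there by 1.07 and 0.91 (edgeR adjusted p 0.00384 for both). The alternative that moved these counts most was to replace the block by stage and kit, which left 0 calls in motor cortex and 1 in striatum.

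Neurons made up 59.7% ± 5.86 of motor cortex cells in control, 45.6% ± 10.9 in early and 41.7% ± 19.6 in late pools (SD, n = 2 each). The differences from control were -14.1 and -18.0 percentage points (exact permutation p 0.333 for both, the smallest that 2 against 2 pools can give). In dorsal striatum the shares were 40.8% ± 3.38, 47.1% ± 7.02 and 49.2% ± 14.2, with differences from control of 6.28 and 8.42 points (exact permutation p 0.667 for both). Within class B, the late motor cortex pool had 55.5% neurons and the control pool 55.5%, and within class A 27.9% and 63.8%. Each kit held 1 pool per stage for this comparison. In striatum the late and control pools had 39.2% and 43.2% in class B, and 59.2% and 38.4% in class A. The early pools, all of class B, also differed from each other, with 37.9% and 53.3% in motor cortex and 52.0% and 42.1% in striatum.

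The reporter was measured as the share of neurons with at least 1 tdTomato UMI. In dorsal striatum it was 1.82% ± 1.25 of neurons in trained pools (SD, n = 4) and 1.25% ± 1.64 in controls (SD, n = 2), a difference of 0.572 points (exact permutation p 0.667, smallest possible 0.133). In motor cortex it was 0.365% ± 0.218 (SD, n = 4) and 0.281% ± 0.303 (SD, n = 2), a difference of 0.0837 points (exact permutation p 0.8). The kit divided the pools more than training did: class A pools had 0.0624% to 0.138% and class B pools 0.286% to 2.83%. Within class B, trained and control striatum had 2.41% ± 0.546 (SD, n = 3) and 2.41% (n = 1, Wilson 95% interval 1.93 to 3.00), and motor cortex 0.441% ± 0.192 (SD, n = 3) and 0.496% (n = 1, interval 0.324 to 0.757). Within this kit, the 1 control pool of each region lay inside the range of its trained pools. As background, microglia-like cells of class B carried a tdTomato UMI in 0.0556% (striatum, median 2051 UMIs) and 0.0805% (motor cortex, median 1960.5 UMIs) of cells. Other non-neuronal classes of class B carried more: in motor cortex smooth muscle-like 1.54%, pericyte-like 1.05%, endothelial-like 1.00% and oligodendrocyte precursor-like cells 0.573%, all above the glutamatergic neuron-like cells (0.505%), and in striatum pericyte-like 1.99%, fibroblast-like 1.64% and ependymal-like cells 1.32%. GABAergic interneuron-like cells of the striatum carried one in 0.271% (class B, median 9666 UMIs), against 2.59% of the shallower spiny projection neuron-like cells (median 5512.5 UMIs). With cells thinned to 1000 UMIs, striatal pericyte-like cells of class B (1.70%) lay above spiny projection neuron-like cells (0.529%), and the other striatal classes lay below these. In motor cortex, pericyte-like (0.523%), smooth muscle-like (0.514%) and endothelial-like cells (0.501%) then lay above glutamatergic neuron-like cells (0.0407%). So did astrocyte-like (0.419%), oligodendrocyte precursor-like (0.3%) and microglia-like cells (0.0604%), while the other classes compared lay below. At this depth, the share in motor cortex glutamatergic neuron-like cells was therefore not above the microglia-like background. Intervals cover counting error only.

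**Figure D3:**
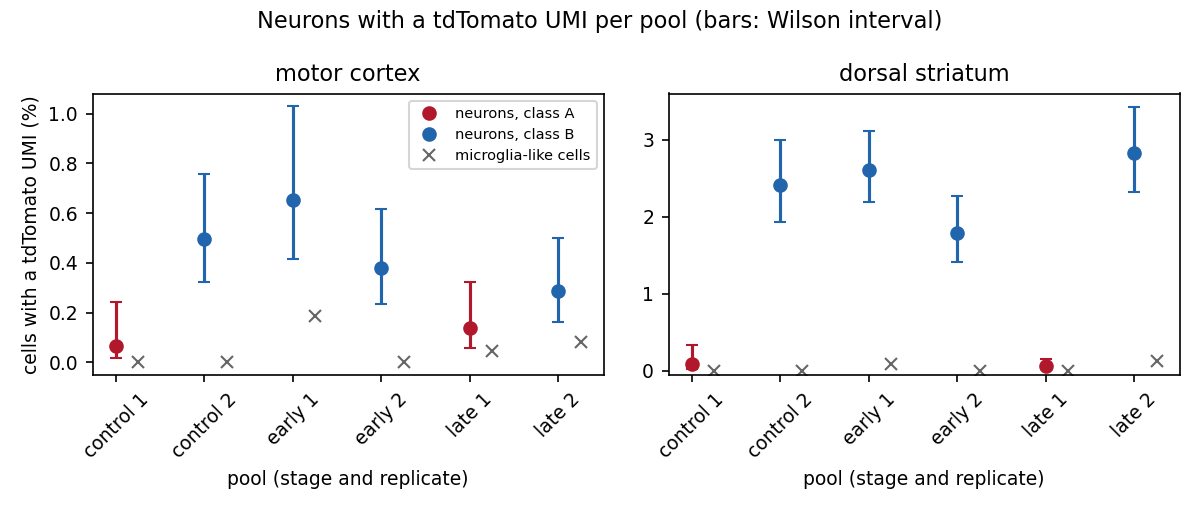
Percentage of neurons with a tdTomato UMI (y axis, points with Wilson 95% intervals) in each pool (x axis, stage and replicate), by kit class, with the share in microglia-like cells as crosses. Class B control pools (0.496% in motor cortex, 2.41% in striatum) lay within the range of the class B trained pools, and all class A pools lay at 0.138% or lower.

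Reporter-positive and reporter-negative spiny projection neuron-like cells were compared within the 3 trained striatal pools that had 20 positive cells. Of 15693 genes, 10 were called (1 higher in positive cells), with 802 at an unadjusted p under 0.05. Nefm (ENSMUSG00000022054, protein-coding, chromosome 14, 68082590 to 68124846) was higher by 0.42 (SE 0.0773, edgeR adjusted p 0.000360). Tshz1 and Psap were lower, with changes of -0.54 and -0.24 (edgeR adjusted p 0.0221 and 0.0240). With 1 pool left out 0 to 3 genes were called, and with negative cells matched on UMIs 0. No trained motor cortex pool had 20 positive glutamatergic neuron-like cells, so the comparison could not be made there.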

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

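The tests on the sex of cells in motor cortex control replicate 1 for depth and for 2 males, that in control replicate 2, and those of parts of the region differences were chosen after the result was seen. The other tests on the sex of cells and that of all region differences together were written before.

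In the right library of motor cortex control replicate 2, 100% of the neurons that could be sexed carried Xist and no Y-linked UMIs, which placed this library far from the others of its group. Of 35 tests in this way, 7 measures in each of 5 groups of libraries, 1 lay beyond the limit, and chance alone places about 1 in 20 groups beyond it (1.75 expected). The labels mark the mice of every pool with M and F, read here as 1 male and 1 female. The left library held the opposite: of its non-neuronal cells 981 carried only Y-linked UMIs and 0 only Xist, while the right library held 0 with only Y-linked UMIs. This fits an explanation in which each library holds cells of 1 mouse rather than 1 hemisphere of both mice. A mislabelled library is not excluded by it. No biological explanation was tested, and the design names none.

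Motor cortex control replicate 1 differed in another way, with few Xist UMIs in either library. Depth was argued against, since of neurons above 10000 UMIs in the left library 1.32% carried Xist. A pool of 2 males was argued against by Y-linked UMIs of 71.72 per 1e6 UMIs in such neurons of the right library, below the same batch's late libraries (116.2 and 129). Neurons without a Y-linked UMI were 2.06 times as frequent as a Poisson rate gives in the left library and 1.33 times in the right one. The right value lay within those of the libraries of early and late replicate 2 (1.12 to 1.51), which held both sexes. The left value may point to 1 mouse with Y-linked RNA and 1 with neither Xist nor Y-linked RNA. The ratio alone does not decide this, since it was 2.74 and 2.25 in the libraries of early replicate 1, which held both sexes. In the cells with neither, X-linked UMIs were 0.9958 and genes that escape silencing 0.9824 of those in Y-positive cells, which argues against 2 active X chromosomes and against a second, silenced one. What the mouse labelled F in this pool was stays open. As pools, only control replicate 1 differs from the trained motor cortex pools in sex composition, since the 2 libraries of control replicate 2 together hold cells of both sexes. In control replicate 2 sex goes with hemisphere.

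Stage effects that differed between regions were picked out by the region by stage term: 3 gene and class pairs for early against control and 11 for late against control. The early ones were mt-Atp8 (2.51) and mt-Nd3 (2.54) in astrocyte-like and mt-Nd3 (2.61) in oligodendrocyte precursor-like cells. The late ones included mt-Nd3, Vip, CT010467.1 and 4 haemoglobin genes in smooth muscle-like cells. All these genes were singled out after their values were seen. Of the 14 pairs, 13 had the same sign in barcodes below the cell filter, where some pairs share a value. For mt-Atp8, mt-Nd3 and CT010467.1 the 6 pairs correspond to 4 distinct values in barcodes below the cell filter, which do not depend on class. All 4 had the same sign as in the cells, at 1.61 to 3.15 (1.68 to 3.22 with haemoglobin left out of the totals) against 2.51 to 5.93 in the cells, which fits transcripts that differ throughout the libraries. For the haemoglobin genes, barcodes below the filter decide nothing, since haemoglobin made up as much as 55.7% of their UMIs. Transcripts throughout the libraries were argued against there by the other classes: the 4 genes together differed between regions by -1.58 to 2.30 (2.2958 at most) in 7 classes, against 4.99 in smooth muscle-like cells by the same measure. For the other 4 pairs 3 had the same sign below the filter, which could not tell. A difference between the regions in their response to training stays open, and region cannot be separated from the driver line.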

How the results depend on the processing

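Counts of stage calls depended strongly on the processing. Of 206 counts and group values recomputed under settings that kept all pools, 118 stayed the same, 84 moved and 4 changed sign. A count was taken as the same within 1.5 times its value. Unless said otherwise, the cause of a change was not tested. Below, counts over all classes are given in the order early against control, late against control, late against early, and those not listed stayed within that range.

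In motor cortex (39, 48 and 20 calls), DESeq2 gave 2, 2 and 0, and the fit without the kit covariate 1, 1 and 0. A minimum of 50 cells per pool gave 16, 24 and 9, and the stricter cell filter 13, 28 and 10. Both tested fewer classes, 8 and 5 in place of 10. With doublets kept the first 2 counts were 25 and 20. In limma-voom with sequencing batch as a random block, early against control and late against early were 6 and 0, and with pool sums thinned to the smallest they were 17 and 9. The correlation within batches stood at 0 in all 22 such fits of both regions. This is the value set where it cannot be estimated, so it is no evidence that batches were uncorrelated. Nothing was blocked, and the counts of these fits show only the change to limma-voom. Without a filter on low counts there were 175, 542 and 196. Counts per pool and sex in limma-voom gave 90, 156 and 46, and counts per library gave 96 for late against control and 10 for late against early. In glutamatergic neuron-like cells (0, 0 and 0), DESeq2 gave 1 for the first, counts per pool and sex 19 for the second, and the fit without a filter on low counts 20, 289 and 86.

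In dorsal striatum (61, 53 and 29 calls), DESeq2 gave 25 and 14 for late against control and late against early, and the fit without the kit covariate 4, 4 and 1. The stricter cell filter, which tested 6 classes in place of 12, gave 27 and 34 for the first and second. In limma-voom with the batch block there were 20 and 10 for early against control and late against early, and with thinned pool sums 32 for late against control. Without a filter on low counts there were 643, 852 and 984, with counts per pool and sex 337, 231 and 472, and with counts per library 532, 385 and 533. In spiny projection neuron-like cells (1, 0 and 0), DESeq2 gave 11 for early against control and 8 for late against early, the fit without a filter on low counts 172, 208 and 355, counts per pool and sex 46, 8 and 253, and counts per library 38 for early against control and 190 for late against early. The single early call was lost (0) without the kit covariate and in limma-voom with the batch block, and thinned pool sums gave 1 for late against early. Leaving out sex-linked genes, an alternative chosen after seeing the data, and RLE factors moved none of these counts.

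The direction of the calls was not stable either. In motor cortex late against control, 33 of 48 were higher in the main fit, but 15 of 39 in limma-voom with the batch block. Most calls were also lower without control replicate 2 and without late replicate 2, while most stayed higher without any other pool. In late against early, 8 of 20 were higher in the main fit, but 139 of 196 without a filter on low counts, 37 of 46 with counts per pool and sex, 9 of 10 with counts per library, 5 of 9 with thinned pool sums, and from 11 of 83 to 43 of 54 with 1 pool left out. In striatum late against control, 26 of 53 were higher in the main fit, but 26 of 39 in limma-voom with the batch block. DESeq2 gave 7 of 25 there and thinned pool sums 8 of 32. In late against early, 20 of 29 were higher in the main fit and 7 of 14 in DESeq2. Between hemispheres of the striatum 12 of 31 were higher in the main fit and 27 of 45 with doublets kept.

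The replicate number was also used as a block, in place of the kit covariate where both could not be fitted. The replicate block gave 199, 98 and 71 calls in motor cortex, 179, 391 and 106 in dorsal striatum, and 55, 141 and 41 in spiny projection neuron-like cells. It changed the sign of Npas4 in early against control motor cortex (0.088), Arc and the reporter in early against control striatum (0.13 and -0.37), and Npas4 in late against early striatum (-0.0027). The numbers followed the order of the records and did not pair pools: the correlation of the difference between replicates 1 and 2 was -0.011 (control and early), 0.669 (control and late) and 0.439 (early and late) in motor cortex and -0.284, 0.859 and -0.134 in striatum, where replicate 1 of control and late shared a kit. For the shares, the replicate block (chosen after seeing the data) left the mean differences as they were by balance. Within replicates 1 and 2, late minus control neuron shares differed by -36.0 and -0.00601 points in motor cortex and by 20.8 and -3.99 in striatum, each within 1 kit (exact permutation p 0.5 and 1, smallest possible 0.5). Trained minus control reporter shares differed by 0.330 and -0.162 points and by 1.24 and -0.100 (exact permutation p 0.889 and 0.778). For hemispheres, where the pool was the block, no replicate block left 0 calls in motor cortex and 1 in striatum.

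Between hemispheres (55 and 31 calls), DESeq2 gave 3 and 2, and the fit without a filter on low counts 114 and 60. Reporter-positive against negative neurons (10 calls) gave 3 with RLE factors, of which 2 were higher, against 1 of 10 in the main fit. Under alternatives chosen after seeing the data it gave 0 with negatives matched on UMIs, with fewer genes tested, and 42 with wpre in place of tdTomato (30 higher). The threshold of 2 UMIs left 1 striatal pool and was not run, and in motor cortex this comparison was run only with wpre, where it called 963 of 16205 genes over 4 pools (567 higher). The difference in reporter share changed sign to -2.58 points with wpre in striatum and to -0.0165 points in motor cortex with neurons thinned to 1000 UMIs. The neuron share changed sign under the stricter cell filter, to -1.45 points in early minus control striatum and 7.05 points in late minus early motor cortex. The early correlation between regions moved to 0.311 without the kit covariate. With 1 pool left out its median ranged from -0.0772 to -0.00436, and that of late against control from 0.00288 (without striatum late replicate 2) to 0.103. The 16 calls of gene lists became 0 under fry and 0 with the correlation estimated, the latter chosen after seeing the data.

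With 1 pool left out, counts over all classes ranged from 46 to 217, 95 to 365 and 54 to 152 in motor cortex and from 189 to 759, 211 to 1333 and 100 to 970 in striatum. In projection neurons they ranged from 0 to 1 (early against control) and 0 to 2 (late against control) in motor cortex, and from 1 to 164, 0 to 164 and 5 to 412 in striatum. All these fits but 1 for early against control motor cortex gave counts over all classes beyond 1.5 times the main count. A pool left alone in its stage was assumed to vary like the others. Between hemispheres the counts ranged from 25 to 78 in motor cortex and 20 to 43 in striatum, and for the reporter from 0 to 3. The neuron share difference ranged from -1.61 to 18.4 points in late minus control and -7.89 to 12.2 in late minus early striatum, and from -17.7 to 9.94 in late minus early motor cortex. Early minus control in both regions and late minus control in motor cortex kept their sign, but also moved with the pool left out. The early pools held 37.9% and 53.3% neurons in motor cortex and 52.0% and 42.1% in striatum. The late motor cortex pools held 27.9% and 55.5%. The reporter share difference ranged from -0.586 to 1.73 points in striatum and -0.131 to 0.298 in motor cortex.

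None of the 30 values of the genes fixed beforehand was called in the main fit, and signs near 0 were not stable: of 387 values under other settings, 363 stayed the same, 22 changed sign and 2 became calls. The calls were Fos (0.49, edgeR adjusted p 0.033) and Arc (0.56, edgeR adjusted p 0.0116) in late against early striatum without a filter on low counts. In motor cortex early against control, Egr1 was -0.0013 with doublets kept, -0.020 without a filter on low counts and -0.0028 under the stricter cell filter, and Npas4 was 0.19 without the kit covariate. In late against control, Arc was -0.0043 with counts per library and -0.034 with counts per pool and sex, and the reporter 0.16 with thinned sums. In late against early, without the kit covariate, Arc was 0.10, Egr1 -0.066 and Npas4 -0.036. In striatum early against control, Egr1 was 0.058 and Npas4 0.19 without the kit covariate, and the reporter -0.24 with thinned sums. In late against control, Npas4 was 0.032 with counts per pool and sex and 0.013 without the kit covariate. In late against early, without the kit covariate, Egr1 was -0.12, Npas4 -0.18 and the reporter -0.48.

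With 1 pool left out, fixed genes ranged as follows in motor cortex. Early against control: Arc -0.12 to 1.29, Egr1 -0.22 to 0.74, Npas4 -0.22 to 0.25. Late against control: Fos -0.024 to 0.55, Arc -0.69 to 0.73, Egr1 -0.30 to 0.67, Npas4 -0.0043 to 0.40, reporter -0.45 to 0.48. Late against early: Fos -0.18 to 0.38, Arc -0.56 to 0.84, Egr1 -0.082 to 0.88, reporter -0.81 to 0.11. In striatum, early against control: Fos -0.84 to -0.022, Arc -0.72 to 0.13, Npas4 -0.51 to 0.041, reporter -0.47 to 0.32. Late against control: Fos -0.17 to 0.37, Egr1 -0.27 to 0.045, Npas4 -0.33 to 0.24, reporter -0.055 to 0.48. Late against early: Fos 0.064 to 0.95, Arc 0.19 to 1.03, Egr1 -0.024 to 0.44, Npas4 -0.37 to 0.20, reporter -0.11 to 0.80.

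Genes named by the rule kept their sign in all 402 values under other settings: 253 were still called and 149 were not. The rule chose genes with pools apart between groups, which favours a kept sign. The minimum of 50 cells per pool reused the main fits, so its 27 of 27 were bound to stay called. RLE factors kept 37 of 40 calls and no filter on low counts 34 of 37. DESeq2 kept 6 of 37, the fit without the kit covariate 1 of 32, and negatives matched on UMIs 0 of 3. With 1 pool left out, 155 of 221 were still called, 65 were not, and Rpsa-ps10 in striatal oligodendrocyte precursor-like cells (late against early) changed sign, with a range of -1.33 to 3.10. Vim ranged from 0.96 to 6.33 in early against control. Rorb was called in 1 of 4 such fits and Ralgapb, Tshz1 and Psap in 0. Stage fits that left out 1 pool called more genes over all classes than the main fit, so staying called in them shows little. Classes differed in what they could show. Data were simulated with each class's own means, library sizes and dispersions, 200 genes changed by 1 on the log2 scale, and no kit difference. Of these genes, 21.0% were called in motor cortex and 18.0% in striatal microglia-like cells, against 86.0% and 92.0% in projection neurons.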

Other observations

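The tests of a single pool, of few cells, of the share of fibroblast or pericyte RNA and of reactive genes in the form given for Vim, of few cells for Vip, of haemoglobin in single classes, of class A depth, of free reporter RNA, of wpre from tdTomato transcripts and of deeper positive cells were chosen after the result was seen. The other tests here were written before.

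Higher Vim and Gfap in early motor cortex astrocyte-like cells came from 1 pool. In early replicate 1, Vim was at 5.14 log2 CPM, near the control and late pools, and in early replicate 2 the cells with 10 or more UMIs held 95.3% of it. The same pool stood out in pericyte-like cells, where Vim was at 10.39 log2 CPM against 5.98 to 7.62 in the other pools (a change of 2.69, edgeR adjusted p 6.49e-06), so the pattern was not confined to astrocyte-like cells. Fibroblast RNA was argued against, since its markers allowed at most 1.55% of it in these cells and Vim would need 152%. For pericyte RNA, the markers allowed at most 7.74% and Vim would need 106%, which argues against it too, although Rgs5 (a difference of 2.17) was highest in that pool. Ependymal markers had a median difference of 1.7156 and progenitor markers 0.1681, so ependymal cells among these astrocyte-like cells could not be told apart from a change within astrocytes. Of the 22 genes of a list for reactive astrocytes fixed before the test, 6 had at least 10 UMIs in the other 5 pools. Of these, 5 were highest in that pool, where genes of like UMIs gave 1.10, which is consistent with a reactive state in some of its cells. They need not be independent, since few cells may carry them. The form written before counted 10 of 11, but let genes enter through the UMIs of that pool itself. With 2 early pools of which 1 showed it, an effect of early training stays open.

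CT010467.1, an rRNA gene, was higher in early than control striatum by 2.4903 in barcodes below the cell filter, and by a median of 2.2558 over 12 classes, which is consistent with rRNA throughout the libraries. Haemoglobin genes rose and fell together over classes in part, with a median Spearman correlation of 0.7133 in motor cortex and 0.4273 in striatum (lowest 0.0364). The motor cortex calls against control rested on 1 pool of a stage: in pericyte-like cells haemoglobin was at 12.52 log2 CPM in early replicate 1 and 13.01 in late replicate 1, but at 6.24 in early replicate 2, below both controls (8.08 and 7.40). In smooth muscle-like cells it was at 13.49 in late replicate 1 and 6.55 in late replicate 2. Red blood cell RNA throughout the libraries was argued against as the cause, since the other 9 classes of early replicate 1 lay at 7.5443 at most, and the other 8 of late replicate 1 at 8.24. In striatum it was argued against for committed oligodendrocyte precursor-like cells, where haemoglobin fell by 5.96 (-5.9618) while it rose by 1.64 in oligodendrocyte precursor-like cells of the same pools. For this rise, changes of -3.61 to 1.20 (1.1993 at most) in 7 classes without a call could not tell. No biological explanation was tested for rRNA or haemoglobin.

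For higher contralateral Vip in striatal GABAergic interneuron-like cells, cortical tissue in the dissections was tested as the correlation with the share of glutamatergic neuron-like cells over 11 libraries (Spearman 0.1009, permutation p 0.7745), which could not tell. The cells with 10 or more UMIs held 98% of the contralateral Vip UMIs, so that a handful of cells may account for it. In untrained control replicate 2 the left library held 0 Vip UMIs and the right one 478, so sides differed without training, and by more than in any trained pool. An effect of the trained side stays open.

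Exchanging hemispheres within pools gave as many calls as the real sides in 1 of 8 splits in motor cortex, the real one itself, and in 4 of 8 splits in striatum. For the reporter this was 1 of 4 splits, the real one, and 0 genes were called with negatives matched on UMIs, where fewer cells and genes entered, so deeper cells among the positives could not be told apart from a difference of the labelled cells. Late against control effects of the class A and class B pairs correlated across genes by -0.05158 in glutamatergic and -0.00344 in spiny projection neuron-like cells, within the range of unrelated contrasts, which cannot tell whether a stage effect is present.

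In striatum, class A pools held fewer reporter-positive neurons than class B pools also with neurons thinned to 1000 UMIs (0.0455% at most, against 0.24% at least), which argues against depth. In motor cortex the shares at 1000 UMIs were 0.0334% at most in class A and 0% to 0.0476% in class B, which could not tell. Free reporter RNA was argued against by a share 9.56 times as high in spiny projection neuron-like as in the deeper GABAergic interneuron-like cells. For the wpre feature, the share in spiny projection neuron-like cells was 0.717 times that in interneuron-like cells, and 2.45 times at 1000 UMIs per cell. If all wpre UMIs belonged to tdTomato transcripts, tdTomato UMIs per wpre UMI would be alike in all classes. In class B pools they were 0.0261 to 0.0398 in spiny projection neuron-like cells, 0 to 0.0215 in striatal interneuron-like cells (lower in 4 of 4 pools) and 0.0168 at most in motor cortex glutamatergic neuron-like cells (exact permutation p 0.0286 against spiny projection neuron-like cells), which argues against it. The odds of wpre in tdTomato-positive cells were 54.8 times those in matched negative cells, which argues against the feature being unrelated to tdTomato. No further explanation of wpre was tested.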
